A study of Arabidopsis thaliana with 12 samples.

How the data were processed

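Gene expression was measured by RNA sequencing in seedlings of Arabidopsis thaliana aged 3 weeks, grown with 16 h of light and 8 h of dark at 22 °C, per the labels' protocols. Total RNA was taken and sequencing libraries were built with a NEBNext Ultra kit, per the labels' protocols. The 12 libraries fall into 4 groups of 3: wild type (called Col below), libraries labelled as an H3.3 knockout carrying the H3.3 gene HTR5 (called HTR5), those labelled as the same knockout carrying HTR5 with lysine 4 changed to alanine (called K4A), and the libraries labelled sdg2. Groups and replicate numbers were taken from the sample titles.

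The authors deposited TPM (transcripts scaled to sum to 1000000 in each library) for 27655 genes, with no scaling between libraries seen in the values. The aligner, the counting tool, the genome build and the use of strand are not stated per the labels. Reads shared by near-identical or overlapping genes could therefore have been split or dropped in a way that is unknown. The heading of 1 sdg2 column ends in a word for counts, but its values are not whole and sum to 1000000 like those of the other columns, so it was read as TPM.

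The number of reads behind each value was worked out from the low values. At 1 common length per gene, the values of all 25665 genes above 0 came out as whole reads in every library, as did 100% of the non-zero values. For 25482 of the 25487 such genes with an annotated span, or 99.98%, that length was the whole gene span of the TAIR10.1 RefSeq annotation, introns included, against 0.05% with spans shuffled among genes. That match is the ground for giving TAIR10.1 coordinates. Division by the whole span lowers the TPM of a gene with long introns, in every library alike. Of the genes in the table, 222 matched no locus tag of the annotation. Totals ran from 13734149 to 30368878 reads per library. A group whose libraries all hold 3 reads or fewer of a gene was taken as being at the floor, and a fold change against it is given as a bound. Floors cover counting error only.

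Values were tested as log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend), on the 20881 genes with a TPM of at least 1 in at least 3 libraries. All 12 libraries entered 1 fit with a mean per group. Adjusted p-values are Benjamini-Hochberg values, and a gene was called at an adjusted p under 0.05. A fold change on the log2(TPM + 1) scale understates the change of low genes. The comparisons were K4A against HTR5, sdg2 against Col and HTR5 against Col, and the difference of effects, which is K4A against HTR5 minus sdg2 against Col. As the unit is TPM, a count model was not used as the main test.

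The groups, the tests, the alternatives other than those named at the end, 8 lists with 66 genes and the rule for naming genes were fixed before the data were examined. The rule named, for each pair of groups, the 3 largest rises and the 3 largest falls among called genes whose groups did not overlap and whose mean TPM was at least 5 in the higher group. For the difference of effects it named 2 genes in each direction, and it allowed the naming of any listed gene. Lists were tested with the limma function fry, with 24 tests adjusted together, and with camera at a preset and at an estimated correlation. Here fry asks whether the listed genes changed, and camera whether they changed more than the other tested genes. Of the listed genes 64 were tested. Symbols are from the lists, and for other genes from the RefSeq gene table.

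Lists of 15 pollen, 7 morning clock, 7 evening clock and 14 seed genes were written after the first results had been seen. BAN was first on the seed list although its high value in Col had been seen, and it was taken off after a first run. The result is given with and without it. These lists and the defence list were adjusted together over 4 comparisons.

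The fit was tested on simulated data drawn from the real means and library totals. Of 99 genes changed 4-fold 96 were recovered, and of 98 genes changed 2-fold 85 were. Of 20247 unchanged genes 11 were called, and 0 of 20455 genes were called between groups simulated with no change. The real libraries are less even: the chi-square of reads per degree of freedom was 19 between HTR5 replicates 1 and 2. It was 1.82 between Col replicates 1 and 2. The simulated rates therefore do not give the rate of false calls in the real data.

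The alternatives were pseudocounts of 0.1 and 0.5, no filter and a filter at a mean TPM of 5, median-of-ratios scaling, quantile normalization, other variance models, array quality weights, a fit of the compared groups alone, the replicate number as a block, stricter thresholds, K4A against Col in place of K4A against HTR5, and each library left out in turn. Thinning of the recovered reads to equal depth, removal of the trend with GC content and gene length (known for 99.5% of tested genes) and limma-voom on the recovered reads were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9.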

Results

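Gene expression was compared in 4 groups of Arabidopsis seedlings to ask what methylation of histone H3 at lysine 4 does in plants. The groups were wild type (Col), libraries labelled as an H3.3 knockout carrying HTR5, those labelled as the same knockout carrying HTR5 with K4A, and the libraries labelled sdg2, each with 3 libraries. SDG2 encodes a methyltransferase of this lysine. The depth was 13780022 to 14184055 reads per library in Col, 13734149 to 14544012 in HTR5, 21521216 to 27651689 in K4A and 20727303 to 30368878 in sdg2. Chloroplast-encoded genes held 0.046 to 0.116% of the reads in libraries of Col and HTR5, and 0.008 to 0.011% in those of K4A and sdg2. The 10 highest genes held 7.98 to 11.32% of TPM in the first set and 4.66 to 5.64% in the second. These measures part the libraries as the groups compared do, so a batch with this split and the group cannot be told apart in K4A against HTR5 or in sdg2 against Col. HTR5 against Col and K4A against sdg2 each lie within 1 set.

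**Figure D1:**
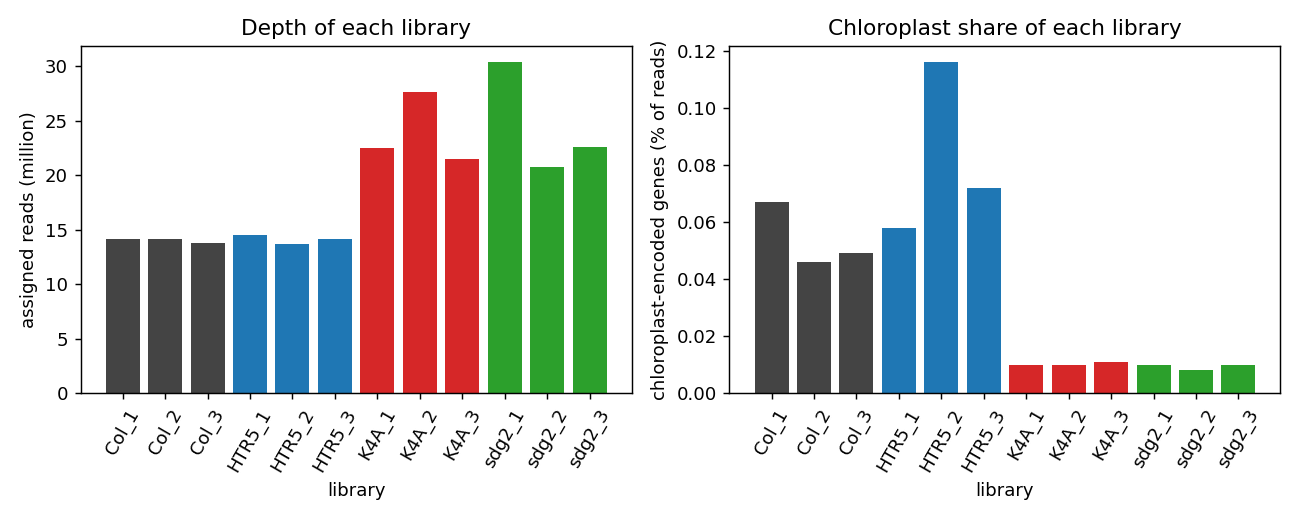
Reads assigned to genes (left, axis unit 1000000 reads) and percent of reads on chloroplast-encoded genes (right), with 1 bar per library coloured by group. The 6 libraries of K4A and sdg2 hold 20727303 reads or more and a chloroplast share of 0.011% or less.

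The targeted genes were examined first, as a check of the labels. HTR8 (AT5G10980) stood at 248.6, 233.6 and 248.2 TPM in Col replicates 1 to 3, at 3.99, 10.12 and 5.35 in HTR5, at 4.77, 5.64 and 3.99 in K4A and at 215.3, 188.7 and 171.7 in sdg2. HTR4 (AT4G40030) stood at 320.1, 321.1 and 307.5 TPM in Col, 160.7, 179.3 and 168.9 in HTR5, 75.7, 71.9 and 86 in K4A and 282.2, 278.6 and 257.5 in sdg2. HTR5 (AT4G40040) stood at 390.2, 390.1 and 394.4 TPM in Col, 287.9, 245.4 and 284.3 in HTR5, 313.4, 308.6 and 340.9 in K4A and 457.2, 446.5 and 396.2 in sdg2. These 3 genes are close copies, so their values are uncertain where reads were split among them, and reads of the transgene may count as HTR5. HTR8 was thus low in HTR5 and K4A, but the HTR4 values do not show a loss of its transcript there, so the knockout is given by the label. SDG2 (AT4G15180, chromosome 4, 8651406 to 8662587) stood at 24.2, 23 and 18.4 TPM in Col, 21.5, 30.7 and 23.7 in HTR5 and 27.9, 29.2 and 25.4 in K4A, but at 170.3, 138.9 and 174.2 in the libraries labelled sdg2. Its log2 fold change there was 2.83 ± 0.129 (SE), with a limma adjusted p of 2.26e-11. This goes against a loss of the SDG2 transcript, so each direction given for sdg2 is that of the libraries labelled sdg2.

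**Figure D2:**
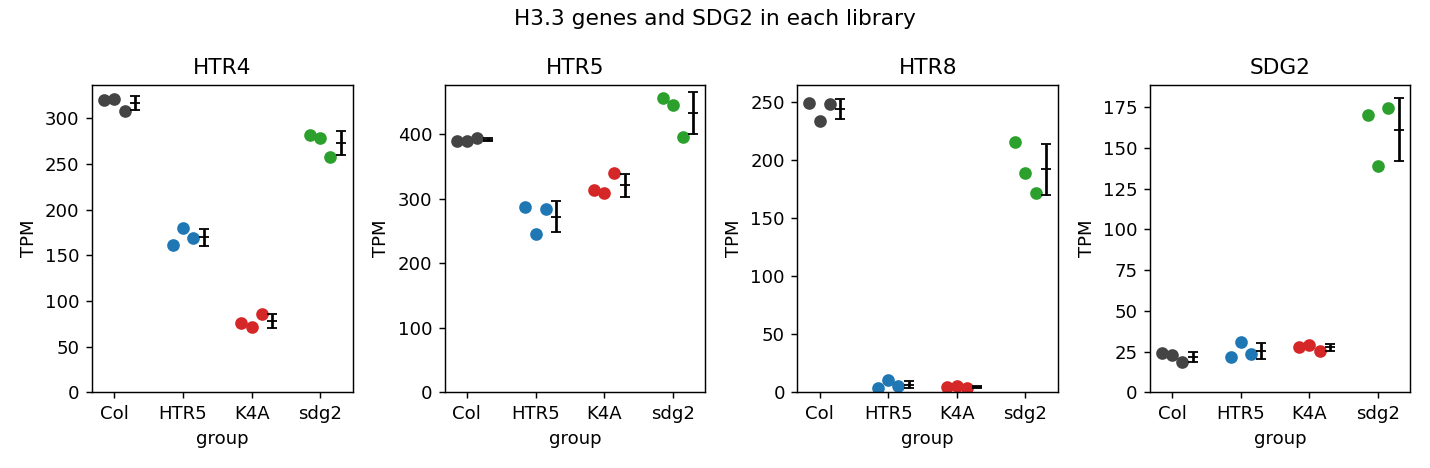
TPM of the 3 H3.3 genes and SDG2 in each group, with 1 point per library and the mean with its SD to the right of the points. HTR8 is at 10.12 TPM or less in HTR5 and K4A, and SDG2 is at 138.9 TPM or more in the libraries labelled sdg2.

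K4A against HTR5 asked what the loss of lysine 4 changes in the rescued knockout, by the labels. Of 20881 genes tested 14319 were called, 8868 higher and 5451 lower in K4A, and 4599 of them changed at least 2-fold. The setting that moved this count most was that minimum change. The median log2 fold change of all tested genes was 0.14. Median-of-ratios scaling brought it to 0.002 and the share of higher genes among those called from 61.9% to 50.7%. That share was 46.4% under quantile normalization and 50.4% with limma-voom. Median-of-ratios scaling called 14584 genes and kept 89.7% of the calls with their direction.

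AT2G10940 (chromosome 2, 4310321 to 4312162, with 100% of its span in exons) stood at 804.5 ± 103 TPM (SD, n = 3) in K4A and held at most 1 read in any HTR5 library, so that it was at least 2930-fold higher in K4A. It stood at 903.6 ± 30 TPM in Col and 534.1 ± 38.8 TPM in sdg2, and was thus low in HTR5 alone. DOX1 (AT3G01420, chromosome 3, 159450 to 162905) rose from 1.14 ± 0.182 to 277.2 ± 9.01 TPM, a log2 fold change of 7.03 ± 0.104 (SE). AT1G30700 (chromosome 1, 10892445 to 10894714) rose from 1.02 ± 0.203 to 238.3 ± 15.6 TPM. Part of each rise reflects a low HTR5 control, since DOX1 stood at 13.4 ± 2.61 TPM and AT1G30700 at 4.71 ± 0.825 TPM in Col, and both were called lower in HTR5 against Col. AGP23 (AT3G57690, chromosome 3, 21384146 to 21384605) stood at 48.9 ± 13.5 TPM in HTR5 and was at least 66.2-fold lower in K4A. AT2G01021, a gene of 102 bp, fell from 122 ± 77.1 to 2.26 ± 1.21 TPM, with 47.9 to 201.8 TPM among the HTR5 libraries. It stood at 128.5 ± 56.7 TPM in Col and 2.57 ± 1.21 TPM in sdg2, with 1 to 4 reads per library in K4A and in sdg2. Its fall thus parts the libraries as the possible batch does and is not particular to K4A. PGA4 (AT1G02790, chromosome 1, 610363 to 612324) fell from 73.9 ± 2.01 to 1.7 ± 0.468 TPM. Listed pollen genes fell in the same comparison, with 14 of 15 called lower, as under median-of-ratios scaling and quantile normalization.

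sdg2 against Col asked the same of the methyltransferase, by the label. Here 15278 genes were called, 10951 higher and 4327 lower in the libraries labelled sdg2, and 4508 changed at least 2-fold. The median log2 fold change of all tested genes was 0.31, against 0.008 under median-of-ratios scaling. The share of higher genes was 71.7%, against 50.5% with that scaling, 49.6% under quantile normalization and 50.3% with limma-voom. Median-of-ratios scaling called 14442 genes and kept 76% of the calls with their direction. AT4G10500 (chromosome 4, 6491017 to 6492578) rose from 6.08 ± 0.728 to 799.6 ± 48 TPM (SD, n = 3). FMO1 (AT1G19250) rose from 0.617 ± 0.346 to 143.1 ± 2.49 TPM, and AT5G23240 from 4.84 ± 0.847 to 406.2 ± 12.7 TPM. AT4G15750 (chromosome 4, 8967519 to 8968615) fell from 133 ± 14.7 to 0.209 ± 0.181 TPM. AT5G47350 fell from 71.6 ± 7.44 to 0.237 ± 0.0762 TPM, and AT1G13609 from 88.9 ± 4 to 1.11 ± 0.0861 TPM.

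HTR5 against Col measured the background of the rescue. It gave 1938 calls, 1148 higher and 790 lower, of which 296 changed at least 2-fold, 87 higher and 209 lower. Single libraries moved this count: 1277 genes were called without Col replicate 3 and 1290 without Col replicate 2. A fit of the 6 libraries alone called 688 genes, 299 of them higher, and array quality weights gave 4569. The share of higher genes was 59.2%, against 39.2% under median-of-ratios scaling, 48.9% under quantile normalization and 35.8% with limma-voom. AT5G45095 rose from 1.09 ± 0.303 to 152.3 ± 19.5 TPM (SD, n = 3), AT2G05915 from 2.44 ± 1.39 to 95.1 ± 8.92 TPM and TCH4 (AT5G57560) from 10.4 ± 0.977 to 67.6 ± 10.6 TPM. AT2G10940 was at least 3290-fold lower and AT4G15750 at least 288-fold lower in HTR5 than in Col, and AT5G47350 fell from 71.6 ± 7.44 to 0.414 ± 0.0704 TPM. AT4G15750 was low outside Col in each group, at 0 to 4 reads per library, and so was AT5G47350, which stood at 0.17 ± 0.042 TPM in K4A. AT2G10931, the nearest tested gene at lower coordinates than AT2G10940, stood at 0 TPM in HTR5, and AT4G15735, the nearest tested gene at lower coordinates than AT4G15750, stood at 0 TPM in the groups other than Col.

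The effects of K4A and sdg2 were then compared, with no control library in common. Both comparisons called 11553 genes, 10650 in the same direction, where independent calls would give 5780, and 903 in opposite directions, where they would give 4696. The log2 fold changes had a Pearson r of 0.747 and a Spearman rho of 0.73 across genes, which are not independent replicates. With K4A against Col, which shares the Col libraries with sdg2 against Col, 11597 genes were called in the same direction with a rho of 0.75. In 20 simulations of unchanged groups with that shared control the median rho was 0.467, and 0 genes were called in both. The difference of effects was past the threshold for 8499 genes, 2943 of them with the higher value for K4A. That share was 34.6%, against 55.1% under median-of-ratios scaling, 48% under quantile normalization and 54.9% with limma-voom. K4A against sdg2 gave 10489 calls. The genes named for the difference of effects were AT2G10940, AT4G15750, AT3G01270 (-5.37 ± 0.193, SE) and PGA4 (-5.30 ± 0.171). For the first pair the fitted differences of 10.36 and 6.90 depend on the pseudocount, and became 13.41 and 9.59 with a pseudocount of 0.1. This is because HTR5 is near 0 for AT2G10940 and sdg2 is near 0 for AT4G15750. For AT4G15750 both HTR5 and K4A are near 0 as well, and the difference comes from the fall in sdg2 against Col. AT3G01270 (chromosome 3, 82581 to 84901) stood at 60.1 ± 8.94 TPM in Col, 50.1 ± 2.98 in HTR5, 1.43 ± 0.596 in K4A and 116.6 ± 1.91 in sdg2 (SD, n = 3).

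**Figure D3:**
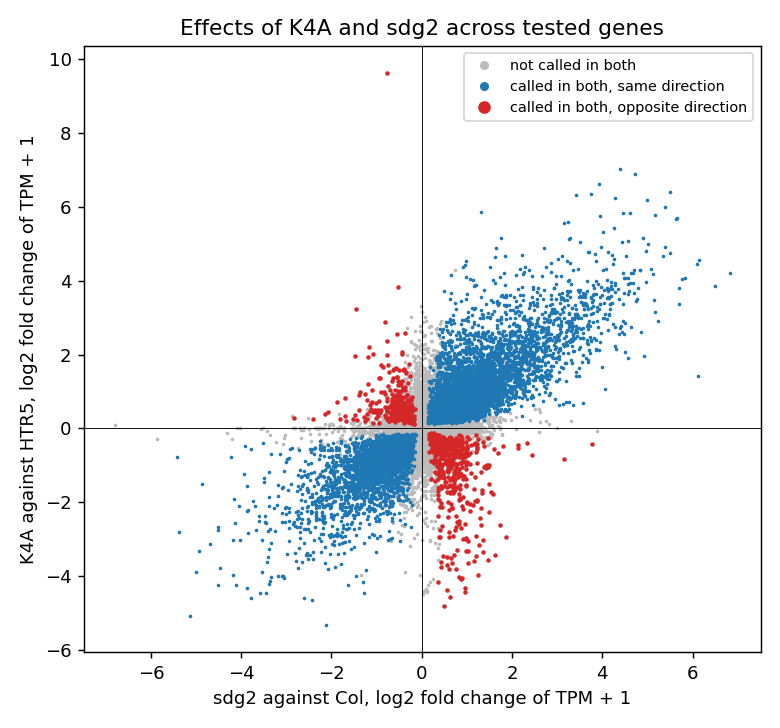
Log2 fold change of TPM + 1 in K4A against HTR5 (vertical) and in sdg2 against Col (horizontal), with 1 point per tested gene, coloured by whether it was called in both. Of these, 10650 genes lie in the quadrants of equal sign and 903 in those of opposite sign.

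Of the 24 list tests 16 passed with fry, 9 with camera at its preset correlation and 3 at an estimated correlation. Those 3 were the defence list in K4A against HTR5 and in sdg2 against Col, and the H3.3 list in HTR5 against Col. A pass with fry alone does not set a list apart from other genes. Of all tested genes, 68.6% were called in K4A against HTR5 and 73.2% in sdg2 against Col. All 9 defence genes were called higher in K4A against HTR5, with a median log2 fold change of 2.19 and a fry adjusted p of 1.38e-11, and in sdg2 against Col, with 2.79 and 7.54e-13. Less the median of all tested genes these were 2.05 and 2.48. The medians were 2.04 and 2.46 under median-of-ratios scaling, 1.95 and 2.46 under quantile normalization and 2.09 and 2.56 with limma-voom. PR1 (AT2G14610) rose from 41.6 ± 7.71 to 111.2 ± 1.81 TPM in K4A and from 38.7 ± 8.22 to 2728 ± 110 TPM in sdg2 (SD, n = 3). The difference of effects was -4.71 for PR1, -2.03 for PR2 and -2.95 for PR5.

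All 11 photosynthesis genes were called lower in K4A against HTR5, with a median of -0.97 and a fry adjusted p of 5.97e-06, and in sdg2 against Col, with -1.20 and 5.63e-07. Less the median of all tested genes these were -1.11 and -1.51. The medians were -1.12 and -1.54 under median-of-ratios scaling, with fry adjusted p-values of 0.000116 and 1.03e-05. They were -1.12 and -1.54 with limma-voom as well, with 8.96e-05 and 5.39e-06. Under quantile normalization, however, the median was 0.00 in K4A against HTR5 and the test gave the opposite direction, with an adjusted p of 0.03. In sdg2 against Col it was -0.06, with 0.0307. Quantile normalization gives each rank the same value in every library. These genes rank high, with group means of 1598 TPM or more, against library medians of at most 15.882 TPM among genes above 0. A fall shared by the highest genes can thus be removed by this normalization, so its values do not decide against the fall. Both photosynthesis tests passed with camera at its preset correlation, with adjusted p-values of 5.89e-06 and 9.67e-09. Neither passed with camera at an estimated correlation, which gave adjusted p-values of 0.234 and 0.205.

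Of the 64 listed genes tested, 45 were called in K4A against HTR5, 53 in sdg2 against Col, 17 in HTR5 against Col and 30 for the difference of effects. Adjusted over the list alone the counts were 45, 54, 19 and 31. MAF5 rose by 1.77 in K4A against HTR5 and by 1.57 in sdg2 against Col, and fell by 1.12 in HTR5 against Col. In HTR5 against Col, FLC fell by 1.04 and MAF4 fell by 1.06, from 1.69 and 1.77 TPM. FT fell by 1.63 in sdg2 against Col. It fell by 0.61 in K4A against HTR5, but was not called there after removal of the GC and length trend, with a limma adjusted p of 0.0576. The fry test of the flowering-time list changed direction with median-of-ratios scaling, quantile normalization and limma-voom in both of these comparisons. The H3.3 list was lower in HTR5 against Col, with a median of -0.90 and a fry adjusted p of 7.37e-08, and kept that direction under these scalings. The H3.1 list was lower in sdg2 against Col (-0.48, 0.00143) and higher in HTR5 against Col (0.39, 0.00378), where median-of-ratios scaling gave 0.0588. The floral identity list was lower in K4A against HTR5 (-0.44, 0.00184) under each of these scalings. The same list was higher in HTR5 against Col (0.33, 0.0246), also under each of these scalings, but did not pass there with camera. Part of the fall in K4A may thus reflect a high HTR5 control. The methyltransferase list, which holds SDG2, was higher in sdg2 against Col (0.52, 0.000232; 7.62e-05 under median-of-ratios scaling), as was the demethylase list (0.44, 0.00337; 0.136 under median-of-ratios scaling). Less the median of all tested genes these were 0.21 and 0.13. Neither list passed there with camera, which gave adjusted p-values of 0.243 and 0.407 at its preset and 0.751 and 0.819 at an estimated correlation.

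Clock genes, listed after the first results had been seen, parted the groups in the same way as depth. All 7 evening genes were called higher in K4A against HTR5 (median 2.45, fry adjusted p of 8.76e-11) and in sdg2 against Col (3.32, 9.22e-12). Of 7 morning genes 6 were called lower in each, with medians of -0.40 and -1.98 and fry adjusted p-values of 0.00118 and 8.51e-08, while PRR7 was called higher. Under median-of-ratios scaling and under quantile normalization 7 evening genes were again called higher and 6 morning genes lower in each, but no morning gene was called higher in K4A against HTR5. In HTR5 against Col the medians were 0.18 for morning and 0.09 for evening genes, with fry adjusted p-values of 0.0571 and 0.221. For morning genes that value was 0.0267 under median-of-ratios scaling and 0.028 under quantile normalization, so the call depends on the scaling. TOC1 stood at 10.4 TPM in Col, 11.7 in HTR5, 80.6 in K4A and 113 in sdg2, and CCA1 at 132, 150, 92.3 and 14.1 TPM. The labels give no hour of harvest, so the calls in either comparison include any change with the time of day.

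**Figure D4:**
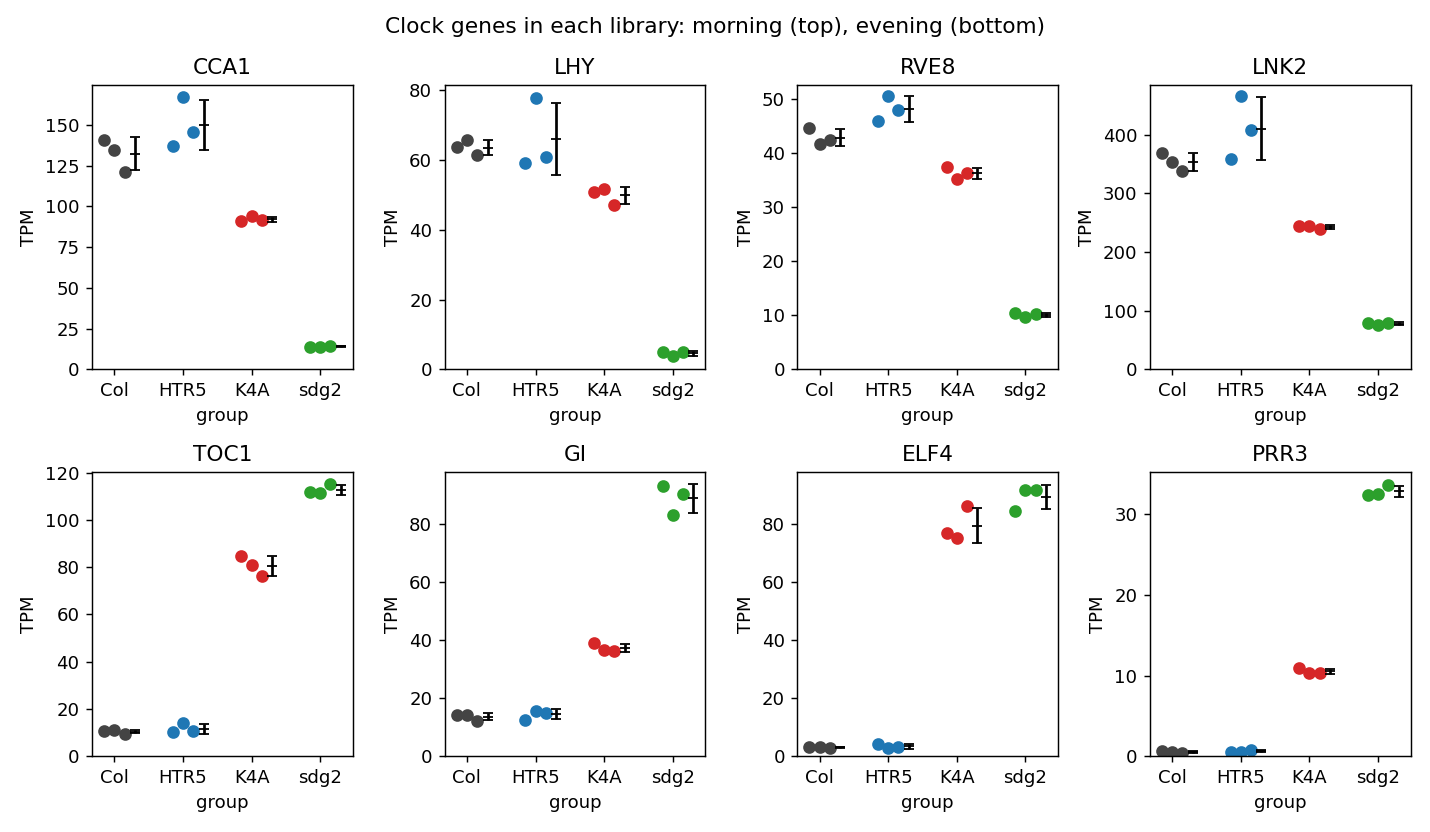
TPM of morning clock genes (top) and evening clock genes (bottom) in each group, with 1 point per library and the mean with its SD to the right of the points. CCA1 stands at 132 TPM in Col and 14.1 in sdg2, and TOC1 at 10.4 and 113.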

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

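Tests chosen after the result was seen were those of scaling, depth, GC content, a shared batch and the hour of harvest for the count of different effects, of scaling for the opposite calls and the listed genes, of exchanged labels, of reads moved between HTR4 and HTR5, of the knockout background, of changes over a few genes, of read-through into SDG2, and of seed tissue.

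The effects of K4A and sdg2 differed for 8499 genes by the test of the difference itself. Scaling, depth and a GC and length trend as the whole cause are argued against by 7997 calls under median-of-ratios scaling, 7970 after thinning to equal depth and 8316 after removal of the trend. Which genes are called depends in part on these settings. Of the 8499 calls, 76.8% were kept with their direction under median-of-ratios scaling, 90.6% after thinning and 91.3% after removal of the trend. A batch shared by K4A and sdg2 would cancel in their direct comparison, which gave 10489 calls. Of 100 drawn splits of the libraries 1 gave as many calls, the real one. However, the 11 other splits that kept K4A and sdg2 whole and mixed HTR5 with Col gave 5822 to 8080 calls, against at most 121 in the 88 that mixed K4A and sdg2. Splits that mix K4A and sdg2 place the difference between them within groups, so their low counts were bound to follow and decide nothing. With the controls alone mixed the count stayed at 5822 or more, so a large count does not need the real split of the controls. How much of the 8499 rests on the controls was not measured. A different hour of harvest for these groups stays open: the difference had a median of 1.419 for morning and -0.91 for evening clock genes, and opposite signs are what it may give. The genotypes, and their effect on the clock, stay open as well.

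Effects went in opposite directions for 903 genes, each of which was past the threshold for the difference. Under median-of-ratios scaling there were 839 such genes, which argues against the authors' scaling as the whole cause. How many of the 903 are among the 839 was not measured. The explanations left open for the difference of effects apply here too.

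AT2G10940 had a fitted difference of 10.36, which depends on the pseudocount, being low in HTR5 alone. The knockout background is argued against by K4A, which has it by the label and stands at 689.7 TPM or more. A deletion of the wider region is argued against by a median log2 fold change of 0.1 over the 10 nearest tested genes in HTR5 against Col. Among them AT2G10931, at 0 TPM in HTR5, had the lowest fitted value, -3.26, so a deletion or silencing of a few genes in the HTR5 line could explain both, and the values per gene cannot show which. The next tested gene, AT2G10930, was also at 0 TPM in HTR5, but at 0.99 TPM in Col it was not called (adjusted p of 0.0757).

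AT4G15750 had a fitted difference of 6.90, which depends on the pseudocount, being near 0 outside Col, at 0 to 4 reads per library. A wide deletion is argued against by a median of -0.04 over the 10 nearest tested genes in HTR5 against Col, but AT4G15735 among them had a fitted value of -4.09 and stood at 0 TPM outside Col, so that a change over a few genes stays open. Apart from AT4G15750, 13 genes had a mean of at least 5 TPM in Col and at most 3 reads in each library of the other groups. AT5G47350 is not among them, but was low outside Col too, at 71.6 TPM in Col and at most 0.414 in the means of the other groups. The same count was 0 for HTR5, 1 for K4A and 1 for sdg2. A variant of the Col stock and an effect of the other genotypes cannot be told apart, since 1 stock of Col was compared. Seed tissue in Col is also open: of 14 seed genes 5 were tested, with a median of -0.07 in HTR5 against Col (fry adjusted p of 0.114) and -0.31 in sdg2 against Col (0.179). Under median-of-ratios scaling these adjusted p-values were 0.0445 and 0.0285, and under quantile normalization 0.167 and 0.0564, so the call depends on the scaling. The same genes had a median of 0.99 in K4A against HTR5 (9.65e-06). With BAN, whose value had been seen, the medians in the first pair of comparisons were -0.19 and -0.38 with adjusted p-values of 1.56e-05 and 9.65e-06. BAN stood at 22.1 TPM in Col and at most 0.293 in the other groups. The storage genes CRA1 and CRU3 stood at 0.125 and 0 TPM in Col.

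AT3G01270 and PGA4 (AT1G02790) had differences of -5.37 and -5.30, both being low in K4A alone. The 15 listed pollen genes, which hold neither, had a median of -2.02 in K4A against HTR5 (fry adjusted p of 4.38e-08, 14 called lower), and of 0.56 in sdg2 against Col (0.00396), where median-of-ratios scaling gave 0.22 and 0.187. In K4A 5 of them were at the floor, and with those at their bound the median was -1.92. All 15 were expressed enough to be tested. The most abundant, VGD1, stood at 65.2 TPM in HTR5 and 1.85 in K4A, and ANX1 was not called. Fewer pollen-bearing flowers in the K4A samples may explain the falls, whether by genotype or by stage of growth. The labels name seedlings only.

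SDG2 had a difference of -2.70. Exchanged labels of sdg2 and Col are argued against by HTR5 against Col, where SDG2 changed by 0.196, so that Col is at the level of the other groups. An amplified region is argued against by a median of 0.737 over the 10 nearest tested genes in sdg2 against Col, against 2.83 for SDG2, although 8 of the 10 were called and they ranged from -0.597 to 1.755. Read-through from AT4G15165, the nearest tested gene at lower coordinates, is argued against by its change of 0.087 (adjusted p of 0.604). An extra copy of SDG2 alone stays open. An altered transcript from an insertion could give many reads without a working product. The value per gene (138.9 TPM or more in sdg2) covers the whole gene and cannot show it.

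HTR4 had a difference of -0.90. Reads moved between HTR4 and HTR5 as the whole cause are argued against by the sum of both genes, at most 306.7 reads per 1000000 in K4A and at least 312.4 in HTR5, although the gap is small. An effect of the K4A change or of the line stays open.

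Of the 30 listed genes called for the difference, those named besides HTR4 and SDG2 had differences of -4.71 (PR1), -2.03 (PR2), -2.95 (PR5), -1.04 (FLM), 1.02 (FT), -1.38 (TSF) and -1.46 (FUL). All 9 kept their call and direction under median-of-ratios scaling, thinning and trend removal alike, which argues against scaling, depth or a composition trend as the whole cause. For the defence list as a whole, the fry adjusted p of the difference was 7.51e-10 under median-of-ratios scaling. The hour of harvest and the genotypes stay open.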

How the results depend on the processing

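The tests with thinned reads, with the GC and length trend removed and with limma-voom were chosen after the results were seen. Counts fell under stricter thresholds by construction. At a change of at least 2-fold there were 4599 calls in K4A against HTR5, 4508 in sdg2 against Col, 296 in HTR5 against Col and 2312 for the difference of effects, with 2741 shared and 46 opposite calls. At an adjusted p under 0.01 there were 917 calls in HTR5 against Col, 5443 for the difference and 528 opposite calls. Array quality weights gave 4569 calls in HTR5 against Col and 1384 opposite calls, with a weight of 0.123 for HTR5 replicate 2, and a fit of the compared groups alone gave 688 in HTR5 against Col. The cause was not tested.

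Leaving out each library in turn gave 13272 to 15177 calls in K4A against HTR5, 14296 to 14696 in sdg2 against Col, 1277 (without Col replicate 3) to 2684 in HTR5 against Col, and 7066 to 9306 for the difference. There were 9965 to 11812 shared and 751 to 1002 opposite calls, a Spearman rho of 0.717 to 0.735, and 15 to 19 list tests past the threshold. All 22 calls of named genes held in each of these fits.

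The rho across genes, 0.73 as reported, was 0.747 with the GC and length trend removed, 0.721 with limma-voom, 0.774 at a mean TPM of at least 5, 0.737 under median-of-ratios scaling, 0.70 with no filter, 0.722 with a pseudocount of 0.1 and 0.741 under quantile normalization. The cause of these changes in rho was not tested. Of the list tests, 9 passed with camera at a preset and 3 at an estimated correlation, against 16 with fry. These tests differ in their question, since camera sets a list against the other tested genes and fry does not. How much of the drop this explains was not measured.

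The replicate numbers did not pair the libraries of K4A with HTR5, sdg2 with Col or HTR5 with Col. Deviations of same-numbered libraries in these pairs of groups correlated at -0.065 to 0.07. Other pairs of groups, such as K4A with sdg2, were not tested. With the replicate block there were 14070 calls in K4A against HTR5, 15126 in sdg2 against Col, 1667 in HTR5 against Col and 7986 for the difference, with 10460 shared and 852 opposite calls.

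Several directions reversed. The values that follow are adjusted p-values under median-of-ratios scaling, quantile normalization and limma-voom in this order. The floral identity list in sdg2 against Col turned down (0.00116, 0.000801 and 0.00135), as it did with camera (0.402 preset, 0.813 estimated). The flowering-time list turned down in K4A against HTR5 (0.00883, 0.00561 and 0.00143; camera 0.623 and 0.813) and in sdg2 against Col (0.738, 0.65 and 0.461). In K4A against HTR5 this list also passed upward, with the GC and length trend removed (0.0258) and with eBayes without its mean-variance trend (0.0293). The methyltransferase list in K4A against HTR5, with 0.264 as reported, turned down (0.878, 0.515 and 0.915), although its medians stayed above 0 (0.097, 0.068 and 0.107). This list passed upward with array quality weights (0.00292) and without HTR5 replicate 2 (0.0189). Under quantile normalization the demethylase list in K4A against HTR5, with 0.133 as reported, turned down (0.709) at a median of 0.02. The photosynthesis list there turned up (0.03), which decides nothing, since this normalization can remove a fall of the highest genes. The photosynthesis list in HTR5 against Col turned up under quantile normalization (0.548), array quality weights (0.84) and without HTR5 replicate 2 (0.462), within 0.168 to 0.664 over the fits that left out 1 library. SDG2 in K4A against HTR5, not called as reported, had log2 fold changes of -0.018, -0.079 and -0.018 in the order above. HTR8 there ranged from -0.545 (without HTR5 replicate 1) to 0.033 (without HTR5 replicate 2). The cause was not tested. Of the list tests that did not reverse 33 became weaker and 15 stronger, the upward passes above included. Of single genes 8 became weaker and 8 stronger. The remaining 411 list tests and 1286 tests of single genes over all alternatives kept their direction and their side of the threshold. Depth limits genes at the floor of 3 reads, whose fold changes are bounds.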

Other observations

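Tests chosen after the result was seen were those of depth, GC content, scaling and batch for the shared calls, and, for HTR5 replicate 2, of depth, of K4A against Col and of the clock genes under median-of-ratios scaling.

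K4A and sdg2 shared 10650 calls in the same direction. Depth, scaling and a GC and length trend as the whole cause are argued against by 10368 shared calls after thinning to equal depth, 10502 under median-of-ratios scaling and 10679 after removal of the trend. How many of the 10650 are among these was not measured. Of 100 drawn splits 1 gave as many shared calls, the real one. The second highest, with 903, kept the groups whole but turned 1 comparison around, so that it counts the opposite calls. All other drawn splits mixed libraries of a mutant and its control within groups. Their 0 calls were bound to follow, so the splits decide nothing about the shared calls. In K4A against HTR5, in sdg2 against Col and in HTR5 against Col, 1 of the 10 splits of the 6 libraries gave as many calls, the real one, and 10 splits cannot give a share under 0.1. A batch that parts Col and HTR5 from K4A and sdg2 cannot be told apart from the groups, since 0 libraries of Col and HTR5 had a chloroplast share as low as those of K4A and sdg2.

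A different hour of harvest for controls and mutants is a candidate explanation for part of the shared calls. It would move morning and evening clock genes apart in both comparisons. Morning genes had a median of -0.397 in K4A against HTR5 and -1.98 in sdg2 against Col, and evening genes 2.45 and 3.32. An effect of both genotypes on the clock would give such values too, and how many shared calls follow the time of day was not measured.

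Genes that rose at least 2-fold in K4A against HTR5 clustered on chromosome 4, with 26 of 50 neighbouring tested genes from AT4G23000 to AT4G23610 (12054364 to 12314829) against a mean of 6.75. Of 10000 shuffles of the gene order 0 held so dense a window (p of 1e-04, the smallest they can give), and the densest held 23. In sdg2 against Col the densest window, from AT4G22980 to AT4G23570, held 27. Reads moved between related neighbours as the whole cause are argued against by the sum over the window, at least 2511.3 reads per 1000000 in K4A and at most 1426.5 in HTR5. A shared response of neighbouring genes, the hour of harvest and the batch may each explain the cluster and stay open.

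HTR5 replicate 2 stood apart, with 142 genes at least 2-fold away from its group, against 90 and 68 for the other HTR5 libraries and 15 to 93 in the other groups. Depth is argued against by a total of 95.6% of the mean of the other HTR5 libraries. A resemblance to K4A stays open. The Spearman rho across genes between its deviation and K4A against sdg2 was -0.044, which leaves out what K4A and sdg2 share. That with K4A against Col was -0.019, or 0.008 under median-of-ratios scaling. However, photosynthesis genes leaned the way of K4A, with 11 of 11 lower under median-of-ratios scaling and a median of -0.535. Defence genes did not, with an unscaled median of 0.133 against 0.195 for all tested genes. Pollen genes had an unscaled median of 0.027. Another hour of harvest stays open as well. Morning and evening clock genes had median deviations of 0.282 and 0.187, but all tested genes had 0.195, so the shared sign decides nothing. Under median-of-ratios scaling the medians were 0.07 and -0.012, with evening genes from -0.453 to 0.211. The labels name no difference for this library.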
